# Embryonal Control of Yellow Seed Coat Locus *ECY1* Is Related to Alanine and Phenylalanine Metabolism in the Seed Embryo of *Brassica napus*

**DOI:** 10.1534/g3.116.027110

**Published:** 2016-02-18

**Authors:** Fulin Wang, Jiewang He, Jianghua Shi, Tao Zheng, Fei Xu, Guanting Wu, Renhu Liu, Shengyi Liu

**Keywords:** *Brassica napus*, yellow seed coat, xenia effect, free amino acids, transcriptome sequencing

## Abstract

Seed coat color is determined by the type of pigment deposited in the seed coat cells. It is related to important agronomic traits of seeds such as seed dormancy, longevity, oil content, protein content and fiber content. In *Brassica napus*, inheritance of seed coat color is related to maternal effects and pollen effects (xenia effects). In this research we isolated a mutation of yellow seeded *B. napus* controlled by a single Mendelian locus, which is named *Embryonal Control of Yellow seed coat 1* (*Ecy1*). Microscopy of transverse sections of the mature seed show that pigment is deposited only in the outer layer of the seed coat. Using Illumina Hisequation 2000 sequencing technology, a total of 12 GB clean data, 116× coverage of coding sequences of *B. napus*, was achieved from seeds 26 d after pollination (DAP). It was assembled into 172,238 independent transcripts, and 55,637 unigenes. A total of 139 orthologous genes of Arabidopsis *transparent testa* (*TT*) genes were mapped *in silico* to 19 chromosomes of *B. napus*. Only 49 of the *TT* orthologous genes are transcribed in seeds. However transcription of all orthologs was independent of embryonal control of seed coat color. Only 55 genes were found to be differentially expressed between brown seeds and the yellow mutant. Of these 55, 50 were upregulated and five were downregulated in yellow seeds as compared to their brown counterparts. By KEGG classification, 14 metabolic pathways were significantly enriched. Of these, five pathways: phenylpropanoid biosynthesis, cyanoamino acid metabolism, plant hormone signal transduction, metabolic pathways, and biosynthesis of secondary metabolites, were related with seed coat pigmentation. Free amino acid quantification showed that Ala and Phe were present at higher levels in the embryos of yellow seeds as compared to those of brown seeds. This increase was not observed in the seed coat. Moreover, the excess amount of free Ala was exactly twice that of Phe in the embryo. The pigment substrate chalcone is synthesized from two molecules of Ala and one molecule of Phe. The correlation between accumulation of Ala and Phe, and disappearance of pigment in the yellow seeded mutant, suggests that embryonal control of seed coat color is related with Phe and Ala metabolism in the embryo of *B. napus*.

In *Brassica* species, seed coat color can be black, yellow, brown, or mosaic (Yu 2013). Seed coat color is of considerable interest as it is associated with oil content, meal quality, and oil brightness. Yellow seeds have a significantly thinner seed coat than black seeds; consequentially, they have a lower hull proportion, and a higher proportion of oil and protein (Mahmood *et al.* 2006). Light seed color and low fiber content coincide as the biochemical pathways leading to lignin and pigment synthesis have common precursors (Whetten *et al.* 1998). Some QTL controlling seed coat color and acid detergent fiber content were also found to colocate in *Brassica napus* (Badani *et al.* 2006; Liu *et al.* 2012). The higher protein and lower fiber content in yellow oilseeds improves the meal quality for poultry and livestock. Additionally, the yellow seeds produce more transparent oil, which has a higher market value. Thus, the development of cultivars with yellow seed coat is an important goal for the breeding of *Brassica* oil crops.

The inheritance of seed coat color in *B. napus* is reported to be related to maternal and embryonal control, which determine seed coat color by the maternal and the embryonal genotype, respectively (Heneen and Brismar 2001). With maternal control, a single plant produces seeds all of the same color. With embryonal control, a single plant may produce a mixture of seeds with different colors. In the most reported cases, the inheritance of seed coat color in *B. napus* exhibits maternal control. Three or four independent recessive genes have been mapped for yellow seed color determination in *B. napus* (Rahman *et al.* 2001, 2010). A partially dominant gene has also been identified for control of yellow seed color in crosses between black-seeded and resynthesized yellow-seeded *B. napus* (Liu *et al.* 2005; Xiao *et al.* 2007). From an F_2_ population derived from Youyan 2 × GH, two independent QTL, with dominant and recessive effects, respectively, were discovered for yellow seed color inheritance (Liu *et al.* 2006). Recently, the dominant QTL was fine-mapped on chromosome A9, and the candidate gene was identified as *Cinnamoyl Co-A Reductase 1* (*CCR1*) (Liu *et al.* 2012). All of these well characterized loci are maternal controlling loci.

In the model plant *Arabidopsis*, 27 genes involved in the flavonoid (flavonols and proanthocyanidin) biosynthetic pathway have been elucidated using different *transparent testa* (*tt*) mutations (Yu 2013; Albert *et al.* 2014). All of these genes exert maternal controlling effects as well. These genes establish a reference model to help understand the determination of yellow seed coat color in *B. napus*. However, the genomes of *Brassica* species are much more complex than that of *Arabidopsis*. Homologs of these genes in *Brassica* species are often multiple (Lysak *et al.* 2005; Chai *et al.* 2009). Although some single gene mutations of these homologs result in yellow seed coat in some genetic backgrounds (Zhang *et al.* 2009), successful modification of seed coat color by genetic manipulation of these *tt* homologs in *B. napus* has not been widely reported. In particular, the embryonal control of seed coat color is still not well characterized in *B. napus*.

To date, most of the genes or alleles from yellow seeded parents are recessive, and have shown maternal inheritance. Although dominant alleles (Xiao *et al.* 2007; Liu *et al.* 2012) and embryonal inheritance (Heneen and Brismar 2001) have also been reported, the genetic mechanism determining the embryonal control of yellow seeds is still unknown. In this study, we isolated a dominant mutation of yellow seeded *B. napus* controlled by a single Mendelian locus with embryonal effect. Alanine and phenylalanine metabolism in the seed embryo of *B. napus* were found to be related to the embryonal control of seed coat color.

## Materials and Methods

### Plant materials

The *Brassica napus* brown-seeded inbred line Cy2B (bagged for more than 10 generations), and its yellow-seeded near-isogenic line Cy2Y, were used in this study. The plants were grown in the field in Hangzhou, China, under normal cultivation condition. Crosses were made by manual pollination. Inflorescences on the first lateral branches were selected for crosses. Opened flowers and small buds were removed. Hands and forceps were sponged with a cotton ball soaked in 75% alcohol, then stamens in large flower buds, estimated to be 1–2 d before anthesis, were removed using the cleaned forceps. The pollen from the bagged paternal plants was hand-pollinated onto the emasculated pistils. The hand-pollinated inflorescences were then labeled and covered in small paper bags for 5–7 d for seed production, and then uncovered until maturity. Seed coat color was distinct and easy to judge by eye (Figure 1).

**Figure 1:**
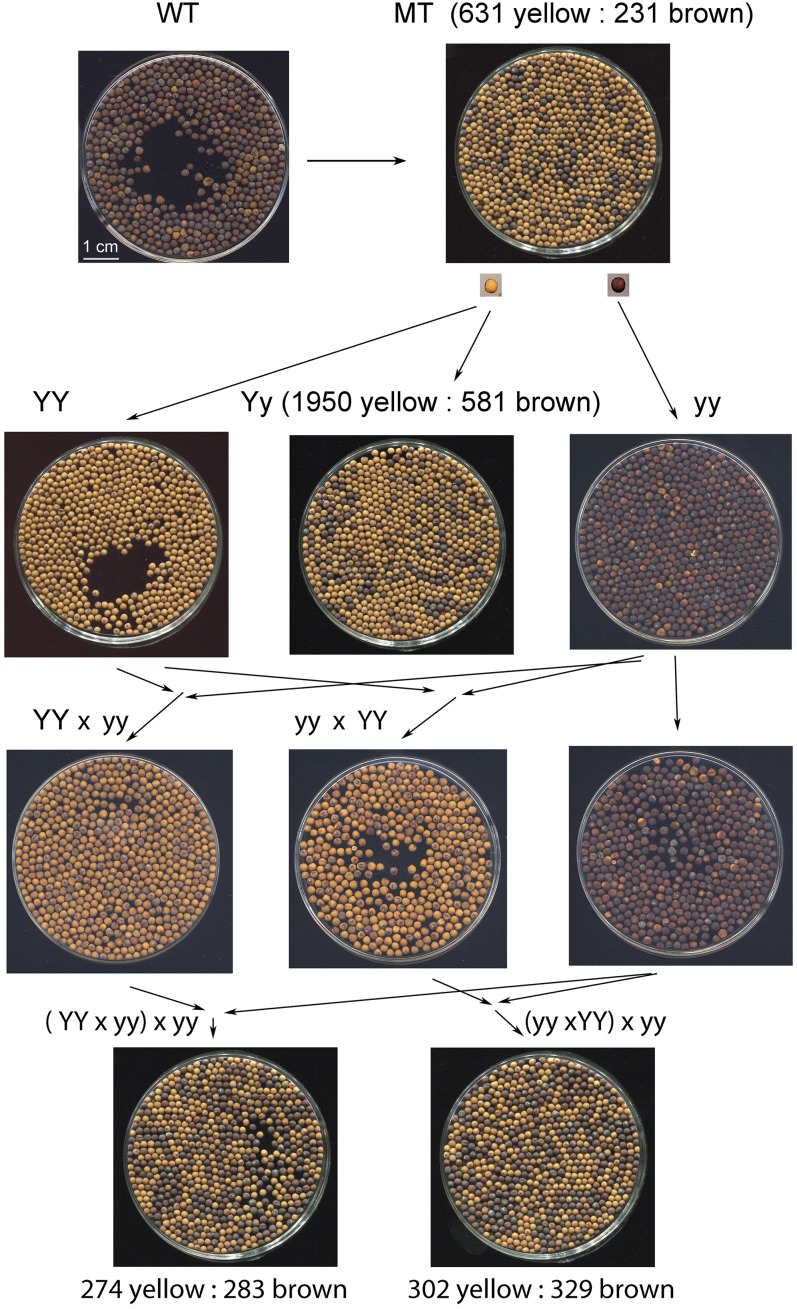
Inheritance of the yellow-seeded mutant of *Brassica napus*.

### Microscopy of seed coat section

Seeds of *B. napus* were embedded in tissue freezing medium (Jung, Leica), frozen at –20° overnight, and then cut into 20 μm slices using a freezing microtome (Leica CM1950). The sections were then loaded onto glass slides for examination by microscope (Nikon Eclipse NI-U). For transmission electron microscopy, fresh mature seeds isolated from plants in the harvest season, were cut into small pieces, fixed in 2.5% (w/v) glutaraldehyde in phosphate buffer (0.1 M, pH 7.2) overnight at 4°, rinsed, and incubated in 1% (w/v) OsO4 in 0.1 M sodium phosphate buffer (pH 7.2) for 24 h at 4°. The samples were then rinsed again in phosphate buffer (0.1 M, pH 7.2), dehydrated in ethanol series, infiltrated with a graded series of Spurr’s resin in acetone, and then embedded in Spurr’s resin. The sections were obtained using a diamond knife with a Reichert OM2 ultramicrotome, and then stained in 2% (w/v) uranyl acetate (pH 5) followed by 10 mM lead citrate (pH 12), and viewed with a transmission electron microscope (JEM-1230, JEOL) (Shi *et al.* 2015).

### Seed transcriptome sequencing and assembly

The near isogenic lines Cy2B and Cy2Y were prepared from the single heterozygous plant (*Yy* genotype) self crossed for five consecutive years. Total RNA was extracted from the field-grown seeds 26 DAP of Cy2Y and Cy2B, respectively, using TRIzol Regent (Life Technologies) following the manufacturer’s instructions. Quality of total RNA was checked by agarose gel electrophoresis and Agilent Bioanalyzer 2100 (Agilent Technologies). Qualified total RNA was purified using an RNeasy micro kit (Qiagen, Germany), and an RNase-Free DNase set (Qiagen). Poly (A) mRNA was then isolated using an Oligotex mRNA mini kit (Qiagen). Two pair-end cDNA libraries from brown seeds (Cy2B), and yellow mutation seeds (Cy2Y), respectively, were constructed using the Genomic Sample Prep kit (Illumina). Short fragments were purified with the Qubit dsDNA HS Assay kit (Invitrogen). Each of the two libraries had an average insert size of 400 bp, and 100 bp from each end of the insert was sequenced using Illumina HiSeq 2000. All the RNA-seq raw data in this study has been submitted to the NCBI Sequence Read Archive (SRA), under the accession number SRA082456. All the cDNA library construction and sequencing services were provided by Novogene (Beijing, China).

Raw reads from the *de novo* sequencing were filtered into clean reads by removing reads containing adapter, reads containing more than 10% N, or containing more than 50% low quality bases (sQ ≤ 5). The clean reads were assembled using the software Trinity version V2012-10-05, (Grabherr *et al.* 2011), with the parameter min_kmer-cov set to 2. All other parameters were default.

Gene expression was quantified by normalizing the number of raw reads mapped to the assembled unigenes. The transcription level of each gene was calculated as RPKM (Reads Per Kilobase per Million mapped Reads) values (Mortazavi *et al.* 2008). The significance of difference in gene expression between brown and yellow mutants was determined using DEGseq, an R package (Wang *et al.* 2010). False discovery rate (FDR) was applied to identify the threshold of P value in multiple tests (Buschmann *et al.* 2014). When FDR is less than 0.05, and Log_2_ ratio is greater than 1 (twofold change), the unigenes were considered as differentially expressed. The analysis service was provided by Novogene.

### Functional annotation

Function of the assembled genes was annotated according to the databases of NR, NT, Swiss-Prot, Pfam, and KEGG as previously described (Liu *et al.* 2013). NCBI blast was used for alignment against NR, NT, and Swiss-Prot with E-value thresholds of 10^−5^. The HMMER 3.0 package was used for Pfam database scanning. KEGG pathways were assigned to the unigenes by the single-directional best hit (SBH) method, on the KEGG automatic annotation server (KAAS) online (Moriya *et al.* 2007). The analysis service was provided by Novogene.

### Amino acid quantification

Free amino acid quantification was performed as described in our previous paper (Shi *et al.* 2015). The embryo and testa of 32 DAP seeds were dissected on ice. About 300 μg fresh tissue was immediately mixed with 1 ml 8% (w/v) 5-sulfosalicylic acid in a 2 ml Eppendorf tube, then homogenized in tissue lyser Retsch MM400 (Retsch, Germany). After 1 h of extraction at 4°, the homogenized samples were centrifuged for 10 min at 12,000 *g*. Then supernatants were filtered through 0.22 μm filters. Free amino acids were measured with an automated amino acid analyzer (Hitachi L-8900).

### Quantitative RT-PCR (qRT-PCR) analysis

The primers were designed using the software Primer3Plus. Total RNA was extracted from 100 mg fresh seeds, 26 DAP, using 1 ml TRIzol. About 1 μg of total RNA was treated with RNase free DNase (Promega) before reverse transcription. qRT-PCR was performed as described previously (Liu *et al.* 2010). *BnAct2* (*BnaA10g22340D*) and *BnUbq5* (*BnaA07g19250D*) genes were used as internal controls for normalization. Supplemental Material Table S4 lists the primers used in this study.

### Data availability

File S1 contains Supplementary Table S1 to S3, Supplementary Figure S1 to S3 and detailed descriptions of all supplemental files. File S2 contains Supplementary Table S4, gene specific primers used for qPCR. File S3 contains Supplementary Table S5, free amino acids content in seeds. File S4 lists all the *Arabidopsis tt* genes and the orthologs in *B*. *napus*. RNA-seq data are available at SAR with the accession number: SRA082456.

## Results

### Isolation of a yellow-seeded mutant of B. napus controlled by embryo genotype

In 2006, we found a mutant of yellow-seeded plants of *B. napus* in the field. The mutant plant produced distinct yellow seeds, as compared to the brown seeds of the wild type (Figure 1). The bagged seeds of the mutant plant were composed of a mixture of brown and yellow seeds (Figure 1) in the proportions of 631 yellow seeds to 231 brown seeds. The ratio fits well with the monogenic segregation ratio 3:1 (*χ*^2^ = 1.48, *P* = 0.22), suggesting that the yellow mutation is controlled by a single Mendelian element. Commonly, three types of segregation found in seed: embryo, gametophyte, and maternal. Maternal control of seeds segregation would cause single plants to produce nonsegregated seeds. Gametophyte segregation would cause 1:1 segregation of seeds (*χ*^2^ = 185.6, *P* < 0.001). So this segregation data eliminated the choices of maternal and gametophyte segregation type and accepted the embryo segregation type.

In the autumn of 2007, yellow and brown seeds obtained from the mutant plant were isolated and sown in different field blocks. In the brown seed block, all the brown seeds gave rise to pure brown-seeded plants. In the yellow seed block, 13 yellow seeds gave rise to pure yellow-seeded plants, but the other 21 yellow seeds gave rise to plants that yielded a mixture of yellow and brown seeds. The ratio of 21 heterozygous yellow seeds *vs.* 13 homozygous yellow seeds agreed with the expected ratio of 2:1 (*χ*^2^ = 0.37, *P* = 0.54) with the monogenic model. The progeny from one heterozygous yellow seed-derived plant comprised 1950 yellow seeds and 581 brown seeds (Figure 1), in a ratio of 3:1 (*χ*^2^ = 0.056, *P* = 0.81), which corresponds to the expected ration for a monogenic trait. The results supported the hypothesis that the trait of yellow seeds is heritable, and controlled by a single dominant locus. We harvested the unsegregated pure yellow lines and pure brown lines, and gave the pure line names Cy2Y (genotype: *YY*) and Cy2B (genotype: *yy*), respectively. Because Cy2Y was mutated from Cy2B without substantial mutation induction, they were considered to be a near isogenic line pair.

In 2008, direct and reciprocal crosses were made between Cy2Y and Cy2B, respectively. Both the F_1_ seeds of direct (Cy2Y × Cy2B; *YY* × *yy*) and reciprocal (Cy2B × Cy2Y; *yy* × *YY*) crosses, harvested from the maternal parent (ahead of the cross symbol), were composed of pure yellow seeds (Figure 1). The results confirmed that the yellow allele was dominant over the brown allele, without maternal effect, in this genetic background. In the spring of 2009, the F_1_ plants were backcrossed to the parents of Cy2B and Cy2Y, respectively. In the backcross (Cy2Y × Cy2B) × Cy2B, the seeds of BC_1_F_1_ showed segregated seed color (Figure 1). One portion of the BC_1_F_1_ seeds was composed of 274 yellow and 283 brown seeds (*H*_0_ = 1:1, *χ*^2^ = 0.70, *P* = 0.40). Similar results were achieved from the BC_1_F_1_ of (Cy2B × Cy2Y) × Cy2B (Figure 1). The segregation of seeds from a single plant indicated that the seed coat color was controlled by the embryo genotype rather than by the maternal plant. The backcrosses also confirmed that the yellow-seeded mutation was under the control of a single locus whose function was controlled by the embryo. Hereafter, we name the yellow mutation *Embryonal Control of Yellow seed coat 1* (*Ecy1*).

### Pigment is deposited in the outer layer of the seed coat in B. napus

Dissecting seed coat and embryo of brown and yellow seeds shows that the seed color is mainly determined by the seed coat color, not by the embryo color. Seed coat of brown seeds and yellow seeds is dark brown and light yellow, respectively. Seed embryos of both brown seeds and yellow seeds are yellow, except the color is slightly lighter on yellow seed embryos than on the brown seed embryos (Figure 2A). Microscopy of transverse sections of the seeds shows that the seed coat structure of *B. napus* is quite different to the seed testa of Arabidopsis (Figure 2B). The structure of the Arabidopsis seed testa is composed of an epidermis layer, a palisade layer, a crushed parenchymatic layer, an endothelium layer, and an aleurone layer (Debeaujon *et al.* 2000). The seed coat of *B. napus* is composed of three cell layers: an outer layer with cells staking regularly (Figure 2B), a middle layer with crushed parenchymatous cells (Figure 2C), and an inner layer with thickened cell wall (Figure 2C). Under the seed coat lie the embryo cells. The pigments responsible for the different color of seed coat in *B. napus* are deposited in the outer layer of the seed coat (Figure 2B). The structure is different to that of Arabidopsis seeds, in which proanthocyanidins are localized in the endothelium layer and the crushed parenchyatic layers, which are the inner cell layers of the seed coat (Debeaujon *et al.* 2000). The brown pigment deposited cell layer was also different in black seeds of *B. napus* (Deng *et al.* 2012).

**Figure 2:**
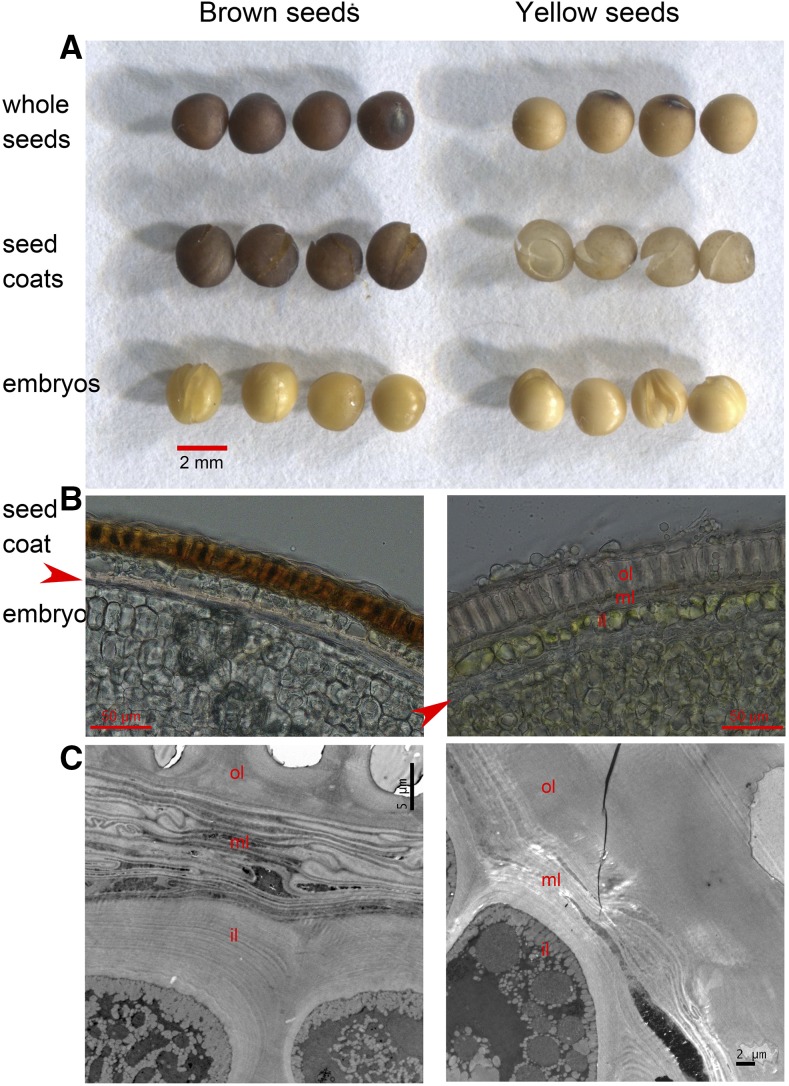
Dissected seed coat and embryo of brown and yellow seeds (A), and optical (B) and transmission electron (C) microscopy of transverse sections of the seed coats from brown and yellow seeds. Red arrows indicate the gap between seed coat and embryo. Seed coat is indicated with outer layer (ol), middle layer (ml), and inner layer (il).

### Seed transcriptome sequencing, de novo assembly, and annotation

A total of 31,060,834 and 30,823,125 paired-end clean reads of 100 bp in length each were generated from Cy2B and Cy2Y, respectively (Table S1). 

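RNA of seeds from the brown-seeded line Cy2B and its yellow-seeded near-isogenic line Cy2Y was sequenced with 1 library per line, so no spread between replicates could be computed. The seeds were taken 26 days after pollination (DAP), an age that the sample labels give as 26 days after flowering. The authors assembled the reads of both libraries into unigenes with Trinity, and the aligner and the counting tool are not given in the sources used here. The processed table holds 50366 unigenes, each with an estimated read count and an RPKM value per library, its length, its annotation and, for part of the unigenes, an assigned *B. napus* gene with its position. Rounded read counts summed to 23575447 in brown and 23236592 in yellow seeds, which is 75.9% and 75.4% of the clean read pairs that the paper reports, so each count stands for a read pair. The counts of each unigene were compared between the libraries by a two-sided Fisher's exact test against all other reads, with Benjamini-Hochberg adjustment over the 50366 unigenes. A unigene was called at the paper's stated thresholds, an adjusted p under 0.05 and a log2 ratio of yellow over brown above 1 or below -1, with reads scaled to the library totals. This test compares the 2 libraries and not the lines, and the 95% intervals given with ratios cover counting error only. For a unigene without a read in a library, the ratio was bounded with 3 reads in place of 0, which for a unigene of 1 kb is an RPKM of 0.127 in brown and 0.129 in yellow seeds. Gene lists fixed before the data were examined were described by the median log2 ratio of their members with at least 20 reads over both libraries, with 1 read added to each, beside 10000 random lists of equal size matched on expression.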

According to the genome sequence of *B. napus* (Chalhoub *et al.* 2014), 101,040 genes were annotated, with a total length of 106.6 Mb of coding sequences. Using Trinity software, the 12.38 GB clean raw bases, *i.e.*, 116× coverage of coding sequences of *B. napus*, were assembled into 172,238 transcripts and 55,637 unigenes (Table S2). The assembled transcripts varied from 201 bp to 16,406 bp, with a mean of 1155 bp, a N50 of 1699 bp, and a N90 of 558 bp. The unigenes varied from 201 bp to 16,406 bp as well, with a mean of 784 bp, a N50 of 1414 bp, and a N90 of 292 bp. Using all the assembled transcripts as a reference, 77.72% and 77.18% of clean reads from Cy2B and Cy2Y, respectively, were mapped to the reference.

Of the 172,238 assembled transcripts, 69.90% had hits in the annotated genes of *B. napus* cv. Darmor-*bzh* with Megablast thresholds e-value <1e–50 and identity > 95%. 

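An assigned gene of *B. napus* stood beside 28771 of the unigenes in the processed table (57.1%), and these carried 24306 distinct genes. Of these unigenes, 11513 lay on A chromosomes, 14146 on C chromosomes and 3112 on sequence without a chromosome. They held 93.3% of the reads in brown and 92.5% in yellow seeds. Among unigenes with at least 20 reads, 2024 without an assigned gene had their best NR hit in Brassicaceae, 29 in mushroom-forming fungi and 11 in moths and butterflies, while 4701 had no NR hit.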

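An entry in at least 1 annotation database was found for 38770 of the unigenes quantified. NR gave an entry for 63.8% of them, Swiss-Prot for 44.4% and KO for 18.2%. By these descriptions, 205 unigenes encode cytosolic ribosomal proteins, 170 defence proteins and 110 heat shock proteins. Proteins that mark maturing seeds had fewer unigenes, with 26 for seed storage proteins, 24 for oil body proteins and 41 for late embryogenesis abundant proteins.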

Of the 55,637 unigenes, 74.57% had annotation information in one of the following databases: NR, NT, KO, SwissProt, Pfam, GO, and KOG (Table S3). Functional classification of the genes showed that the most frequently annotated genes in seeds were classified into functional categories of cellular process (60.3%), binding (57.5%), and metabolic process (56.9%) by GO classification (Figure S1); general functional prediction (16.1%), post-translational modification (11.7%), and signal transduction (9.0%) by COG classification (Figure S2); and carbohydrate metabolism (9.4%), signal transduction (8.6%), and translation (8.6%) by KEGG classification (Figure S3). The functional annotation profile in seeds of *B. napus* is similar to those in seed coat of *B. juncea* (Liu *et al.* 2013).

### Transcription level of the genes in brown seeds and yellow mutation

Of the 55,637 unigenes identified in the seed, transcription levels, calculated as RPKM, varied from zero to 10,484.2, with a median of 2.17 (Figure 3A). 

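RPKM values reached 10484.2 in brown seeds, in the cysteine proteinase unigene comp43593_c1, and 7269 in yellow seeds, in comp46061_c0, which encodes seed specific protein Bn15D12A. At least 1 read was found for 44216 unigenes in brown and 45193 in yellow seeds. The median RPKM was 1.49 in brown and 1.55 in yellow seeds over all unigenes in the table, and 1.52 over both libraries. Over unigenes with RPKM above 0, the median was 2.17 in brown and 2.12 in yellow seeds. The 5 unigenes with the highest mean RPKM held 3.06% of the reads in brown and 2.80% in yellow seeds.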

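By mean RPKM over both libraries, comp43593_c1, which encodes a cysteine proteinase, and comp46061_c0, which encodes seed specific protein Bn15D12A, were the most abundant unigenes. The cysteine proteinase unigene, assigned to a gene on C07 from 25413521 to 25415260, had an RPKM of 6234 in yellow seeds, and its ratio of yellow over brown was 0.595 (0.591 to 0.598), which did not pass the log2 threshold. Bn15D12A, on C02 from 35517370 to 35517897, had an RPKM of 6677 in brown seeds and a ratio of 1.09 (1.08 to 1.10). Next came comp42466_c0, which encodes seed specific protein Bn15D33A, at 4964 in brown and 4702 in yellow seeds. The unigene comp50042_c0, which matches a *B. napus* clone and has no assigned gene, had an RPKM of 1634 in brown and 5919 in yellow seeds and was called higher in yellow seeds at 3.62-fold (3.59 to 3.66). The fifth, comp10001_c0, described as a galactosyltransferase, had 3961 in brown and 3150 in yellow seeds. Of 61 cysteine proteinase and inhibitor unigenes measured, 4 were called higher and 1 lower in yellow seeds, with the same counts adjusted over the list alone, and their median log2 ratio was -0.06. Vacuolar-processing enzyme comp47009_c0, a protease that processes storage proteins, had 111282 reads in brown and 60722 in yellow seeds, a ratio of 0.554 that did not pass the threshold.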

The three most abundantly transcribed genes in the seeds encode cysteine proteinase, seed specific protein Bn15D12A, and pre-mRNA-splicing factor. The distribution and correlation between transcription levels in yellow and brown seeds are shown in Figure 3. 

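Across the unigenes, expression in yellow and brown seeds had an R squared of 0.941 on the scale of log10(RPKM+1), a Spearman rho of 0.896 and a Kendall tau of 0.751. Of 29239 unigenes with at least 20 reads, 93.6% had a ratio within 2-fold, and their median log2 ratio was -0.00. Cytosolic ribosomal proteins make up the translation machinery, and of their 151 unigenes measured, none was called with adjustment over all unigenes or adjusted over the list alone, and the median log2 ratio was 0.12 (0.09 to 0.15). The 60S ribosomal proteins L18-2 (comp51521_c1) and L14-2 (comp47805_c0) had ratios of 1.16 and 1.13, and the 40S ribosomal protein S15a (comp49121_c0) one of 0.847. The list's median lay at the 100th percentile of the random lists. Unigenes are not independent replicates, so no p is given for the correlations.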

The results show that the transcription profiles of the yellow seeds and the brown were highly similar, indicating that brown and yellow seeds are highly genetically identical. Only 55 genes (Figure 3C) were found to be differentially expressed between the materials, of which 50 were upregulated (Table S4), and 5 were downregulated in the yellow seeds as compared to their brown counterparts. 

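Of 22 seed storage protein unigenes measured, 11 were called higher, 1 lower and 10 did not pass, and of 18 oil body unigenes, 12 were called higher, 1 lower and 5 did not pass. Adjusted over the list alone, 11 storage unigenes were higher and 2 lower, and 12 oil body unigenes were higher and 1 lower. Unigenes of 1 assembly component, such as comp41222_c0 and comp41222_c1, were counted singly though they may be parts of 1 gene. Napin BnaA03g06940D (comp51403_c0), a 2S storage protein on A03 from 3072642 to 3073202, had 22445 reads in yellow and 3388 in brown seeds, 6.72-fold (6.48 to 6.97). Cruciferin CRU4 (comp44606_c0), a globulin on C05, was 15.9-fold higher (11.6 to 22.1), and convicilin (comp48780_c0) on A08 was 2.56-fold higher (2.50 to 2.63). Oleosins coat the oil bodies, and oleosin S1-2 (comp43766_c0) was 5.73-fold and oleosin Bn-III (comp45251_c0) 3.07-fold higher. The storage member called lower, comp39493_c1, encodes a lipid-transfer protein and had 510 reads in brown and 250 in yellow seeds, and the oil body member called lower was an oleosin-B2 fragment (comp37951_c0) with 688 and 339. The median log2 ratio was 0.93 (-0.44 to 2.73) for storage proteins and 1.76 (0.53 to 2.41) for oil body proteins, each at the 100th percentile of the random lists. With Swiss-Prot descriptions alone, the storage protein median was 2.57. Of markers of other seed tissues, none was called with either adjustment. The 5 seed coat mucilage unigenes had a median of -0.22 and all lay below 0 (-0.57 to -0.00), and 14 endosperm unigenes had a median of 0.08 (-0.37 to 0.49), or -0.13 over members with at least 100 reads.
Among 35 unigenes of fatty acid elongation and desaturation, 3 were called higher, 2 lower and 30 did not pass, and adjusted over the list alone 4 were higher and 2 lower. 3-ketoacyl-CoA synthase 18 (BnaA08g11130D, comp47250_c1), which elongates fatty acids for seed oil, was 4.01-fold higher (3.86 to 4.17), and the omega-3 desaturase comp51078_c0 was 2.34-fold higher (2.25 to 2.44). 3-ketoacyl-CoA synthase 21 (comp48133_c0) was lower, with a ratio of 0.302 (0.282 to 0.323). The median of this list was 0.35 (0.08 to 0.66), at the 100th percentile.
Of 56 photosystem and light-harvesting unigenes measured, 12 were called higher and none lower, over all unigenes and adjusted over the list alone, and 44 did not pass. None of the 12 had an assigned *B. napus* gene, and 9 of them had no read in brown seeds. The 40 members with an assigned gene had a median log2 ratio of 0.25, against 0.33 (0.24 to 0.44) for the whole list, which lay at the 100th percentile, and the 16 members without one had 4.75, or 3.51 with 3 reads in place of 0. Rubisco small chain comp44780_c0, on A04, had a ratio of 1.36 (1.33 to 1.39). Of 196 unigenes with at least 20 reads and no assigned gene whose best NR hit lay in land plants other than Brassicaceae, 50 had reads in yellow seeds alone and 1 in brown seeds alone.
Over all unigenes, 1650 were called higher and 738 lower in yellow seeds by Fisher's exact test. Of these, 875 and 358 had no assigned gene, and the median number of reads was 25 among those called higher and 24 among those called lower. Those called higher include 201 unigenes with 7 reads and those called lower 0, because the two-sided test lets 7 reads against 0 pass in yellow seeds alone. With an assumed biological coefficient of variation of 0.2, a spread that 1 library per line does not measure, 348 were called higher and 98 lower, among them 9 storage and 10 oil body unigenes called higher.

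**Figure D1:**
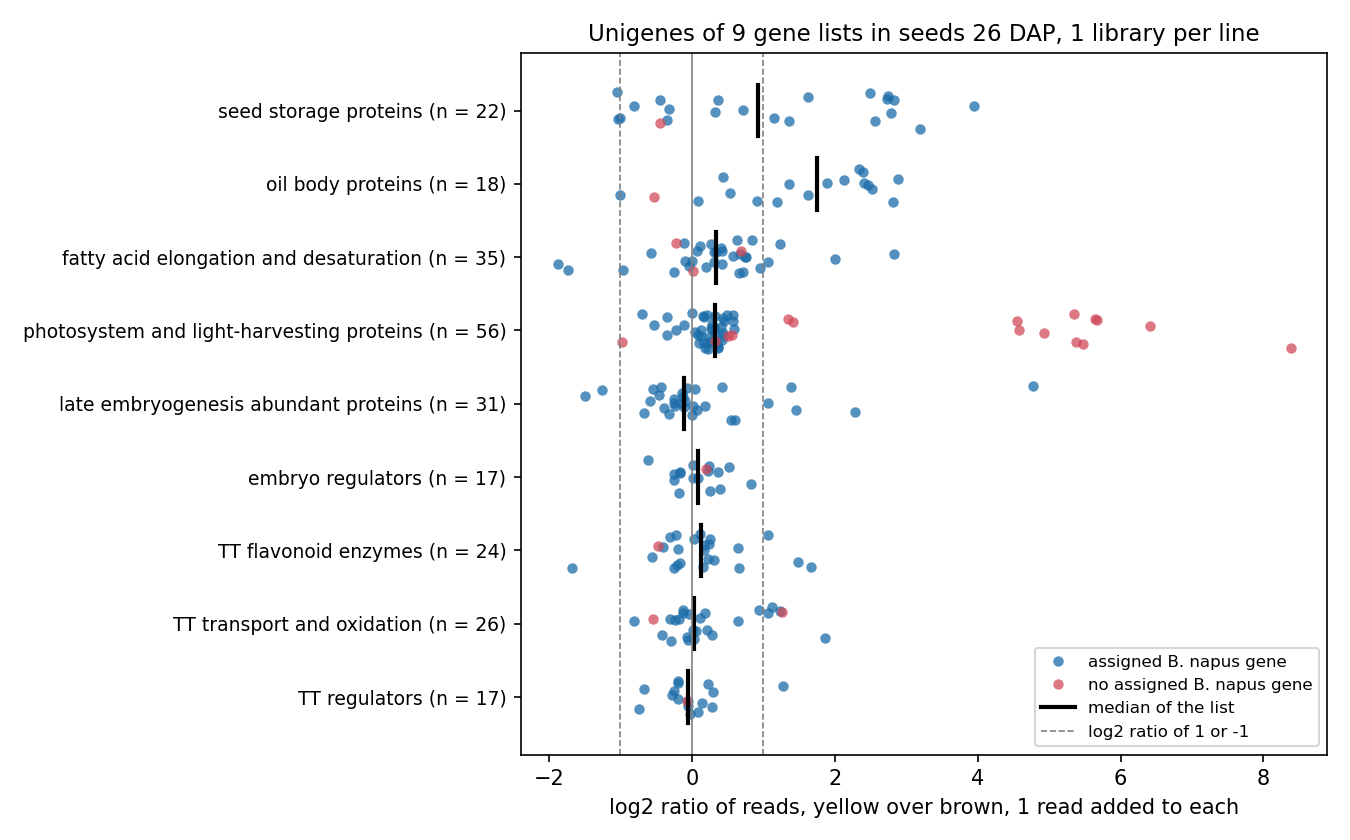
Each point is a unigene with at least 20 reads over both libraries, placed by its log2 ratio of yellow over brown with 1 read added to each library, in blue with an assigned *B. napus* gene and in red without one. Black bars mark the list medians, from 1.76 for oil body proteins to -0.10 for late embryogenesis abundant proteins, dashed lines mark log2 ratios of 1 and -1, and n is the number of unigenes.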

Relative expression of the upregulated genes varied from 2.02- to 52.07-fold, while relative expression of the downregulated genes varied from 0.30- to 0.47-fold. 

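The highest ratio among unigenes called higher in yellow seeds with reads in both libraries was 25.2 (15.5 to 43.6), in comp39677_c0, a chlorophyll a-b binding protein unigene without an assigned gene, and the lowest was 2.00. Pathogenesis-related protein 5, a defence protein, followed with unigene comp25485_c0 on A09 at 22.7-fold (11.3 to 53.4). Among unigenes called lower with reads in both libraries, the lowest ratio was 0.0550, in comp45708_c0, which matches the genome of Brassica yellows virus. No read in brown seeds was found for 893 of the unigenes called higher, and none in yellow seeds for 384 of those called lower. These numbers are not alike in what the test allows, since 7 reads against 0 pass in yellow seeds alone. Of the unigenes called higher, 201 had 7 reads, against 0 of those called lower. The 15 called unigenes with the largest log2 ratio, ranked with 1 read added to each library, all had no read in brown seeds, and 1 of them had an assigned gene. A Rubisco small chain, comp22513_c0, had 328 reads in yellow seeds and was at least 111-fold higher, and comp16515_c0, an auxin-binding protein with its best hit in grapevine, was at least 74.7-fold higher. A thioredoxin with its best hit in the fungus *Laccaria bicolor*, comp99167_c0, was at least 32.8-fold higher. The 10 with the lowest log2 ratio all had no read in yellow seeds, and 1 of them had an assigned gene. An odorant-binding protein with its best hit in the moth *Spodoptera frugiperda*, comp49215_c0, had 267 reads in brown seeds and was at least 87.7-fold higher there, and comp53894_c0, a dehydration responsive protein with its best hit in *Corchorus olitorius*, was at least 116-fold higher there.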

Compared to the 502 upregulated and 1304 downregulated genes in the seed coat of yellow and brown *B. juncea* (Liu *et al.* 2013), the number of differentially expressed genes was quite small. The most enriched pathway terms are shown in Figure 4. Five of the 14 pathways were directly related to seed coat pigmentation. 

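The myrosinase BnaCnng53320D (comp55096_c0), a beta-glucosidase that cleaves glucosinolates, was among the unigenes called higher in yellow seeds. It had 3190 reads in yellow and 205 in brown seeds, 15.8-fold (13.7 to 18.3). Of 88 beta-glucosidase, glucanase and myrosinase unigenes measured, 7 were called higher and 3 lower, with the same counts adjusted over the list alone, and 78 did not pass. The list, which stands in for enzymes of cyanoamino acid metabolism but is wider, since it also holds glucanases, had a median log2 ratio of 0.06. Of 52 phenylpropanoid and lignin enzymes measured, 6 were called higher and none lower, and adjusted over the list alone 6 were higher and 1 lower, around a median of 0.05. They include caffeic acid 3-O-methyltransferase comp41261_c0 at 3.58-fold (2.48 to 5.27) and caffeoyl-CoA O-methyltransferase comp34124_c1 at 2.68-fold (2.32 to 3.11), which methylate lignin precursors, and 4-coumarate--CoA ligase 3 (comp45635_c0) at 2.30-fold (1.73 to 3.09). Of the 6 phenylpropanoid and lignin enzymes called higher, 1 had no assigned gene. Of 27 class III peroxidases measured, 3 were called higher and 2 lower, and adjusted over the list alone 3 were higher and 3 lower. Peroxidase 10 (comp37965_c0) was 3.62-fold (3.13 to 4.20) and peroxidase 12 (comp44271_c0) 3.15-fold higher (2.74 to 3.63), while peroxidase 52 (comp26497_c0) had a ratio of 0.234 (0.182 to 0.298). The remaining peroxidase called higher had no assigned gene and no read in brown seeds, with a log2 ratio of 5.34, so reads of another organism are possible for it. Their median log2 ratio was -0.16 (-0.59 to 0.13), at the 1.06th percentile of the random lists. Hormone response proteins had 18 of 263 measured unigenes called higher and 7 lower, with 18 and 9 adjusted over the list alone, around a median of -0.04. The auxin-conjugating enzyme GH3.3 (comp51805_c2) was 2.49-fold higher (2.27 to 2.74) and gibberellin-regulated protein 7 (comp25984_c0) 2.64-fold higher (2.24 to 3.11). Unigenes of 1 assembly component, such as comp34124_c0, comp34124_c1 and comp34124_c2, were counted singly though they may be parts of 1 gene. The counts below make no allowance for this, so a count above random draws need not be of separate genes. Counted over unigenes with any number of reads, 7 of 67 phenylpropanoid and lignin enzymes were called, against 0 to 5 in the central 95% of random draws matched on expression. The same count was 7 of 45 peroxidases against 0 to 5, 15 of 131 beta-glucosidases and myrosinases against 2 to 11, 9 of 53 fatty acid enzymes against 0 to 6, and 34 of 370 hormone response proteins against 10 to 26. With an assumed biological coefficient of variation of 0.2, the phenylpropanoid count was 1 against 0 to 2 and the hormone response count 5 against 0 to 8, while 5 peroxidases against 0 to 2, 5 beta-glucosidases and myrosinases against 0 to 4 and 4 fatty acid enzymes against 0 to 2 lay above the draws.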

Cyanoamino acid metabolism and phenylpropanoid biosynthesis pathways were especially prominent.

**Figure 3:**
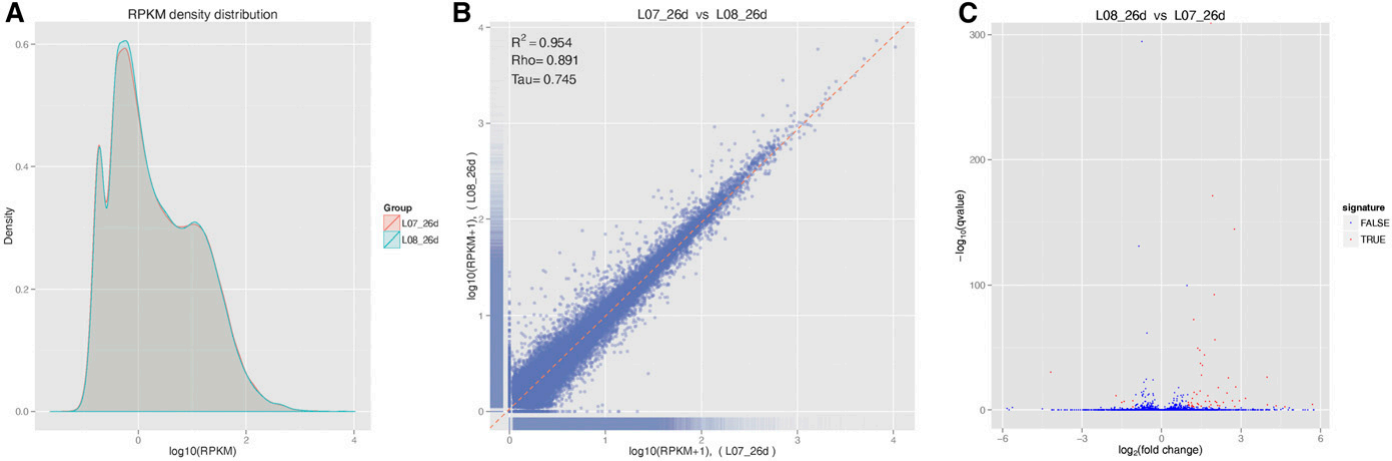
Comparison of the transcription levels between yellow (L08_26d) and brown (L07_26d) seeds transcriptome. (A) Distribution of the transcription levels. (B) Correlation of the transcription levels. (C) Significantly regulated genes (red dotted).

**Figure 4:**
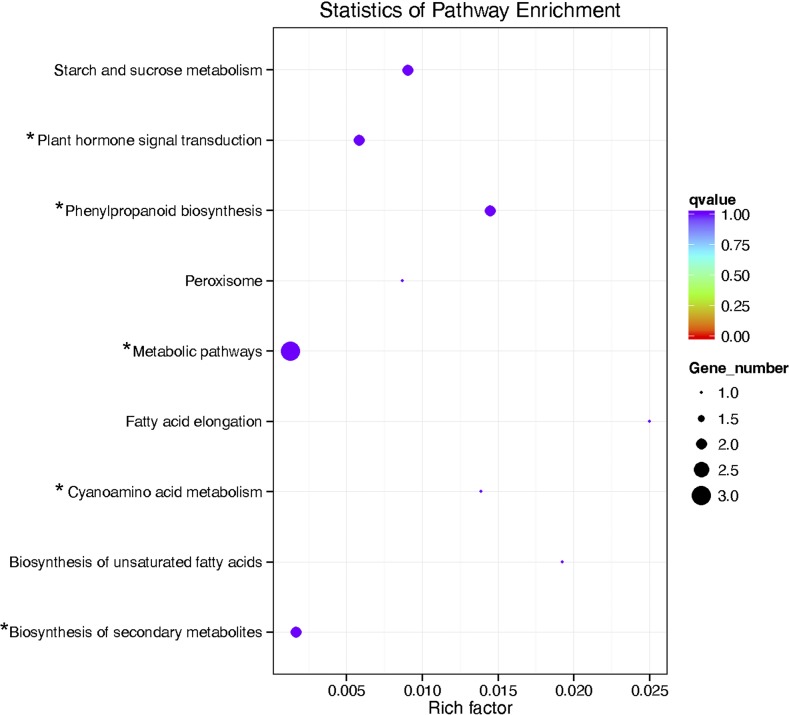
KEGG pathway enrichment of the differentially expressed genes. Asterisk (*) indicates the known pathways for pigment metabolism.

### Free amino acids are associated with the embryonal control of seed coat color inheritance

Free amino acids are the initial substrates for pigment metabolism. In order to reveal the connection between free amino acids metabolism and seed coat color, we investigated free amino acids content, in both the embryo and the testa (32 DAP), of yellow seeds and brown seeds. A total of 40 free amino acid related fractions was analyzed (Table S5). Of these, 24 major amino acids are shown in Figure 5 for comparison. Two amino acids, alanine (Ala) and phenylalanine (Phe), showed significantly different levels in the embryo, but similar levels in the testa between yellow and brown seeds. In the embryo of yellow and brown seeds, Ala content was 1537.7 ± 59.3 and 821.8 ± 122.1 nmol/g fresh tissue, respectively. While in the testa, Ala was 1029.4 ± 178.3 nmol/g in yellow, and 1071.5 ± 79.0 nmol/g in brown. For Phe, the content in yellow embryo, yellow testa, brown embryo, and brown testa was 801.2 ± 57.1, 486.1 ± 45.2, 371.0 ± 11.3, and 439.6 ± 19.2 nmol/g, respectively. The results indicate that the free amino acids Ala and Phe are associated with the embryonal control of seed coat color in *B. napus*.

**Figure 5:**
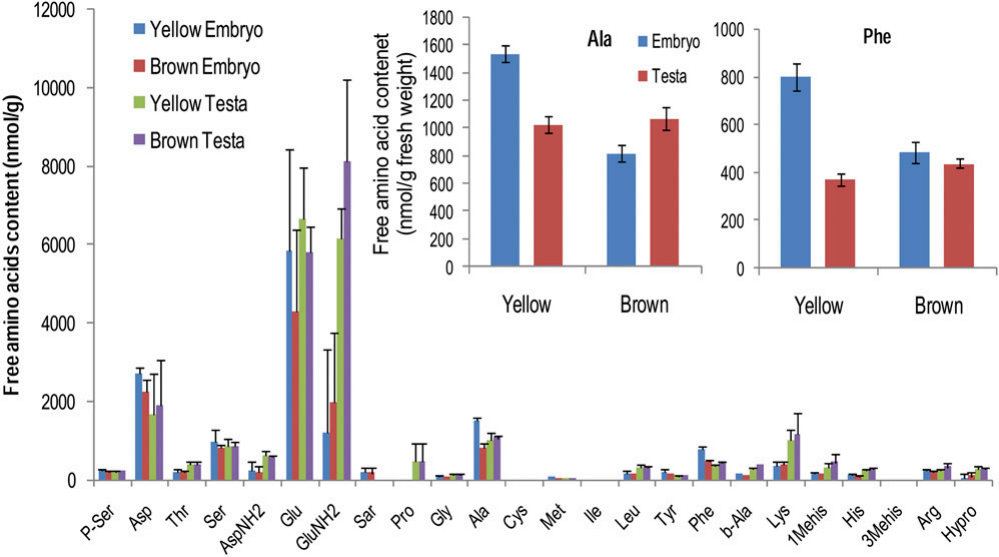
Free amino acids content in embryo and testa, respectively, in yellow and brown seeds (32 DAP).

### Transcription of transparent testa gene orthologs is independent of the embryonal control of seed coat color

Current knowledge of seed coat pigment metabolism has been acquired largely from the model plant Arabidopsis. Based on *transparent testa* Arabidopsis mutants, about 24 genes have been elucidated in the flavonoid biosynthetic pathway (Yu 2013). Based on the released genome of *B. napus*, we *in silico* mapped a total of 139 orthologous genes of Arabidopsis *transparent testa* (*TT*) genes to 19 chromosomes of *B. napus* (Figure 6). In total, 60 orthologs map to the A genome, and 59 map to the C genome. The other 20 remain unassigned (Table S6). 

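The *TT* genes differed in how many orthologs Table S6 lists for them, from 1 for *ttg1* to 20 for *aha10*, which encodes a proton pump. Reads were assigned to at most 5 orthologs per gene, in *aha10* and in *anl2*, a homeobox regulator, and *tt18/tt11* and *ttg1* had no ortholog with a unigene. The bHLH regulator *TT8* had 1 of its 3 orthologs with a unigene, BnaA09g22810D (comp51450_c0) on A09 from 15413735 to 15417282. It held 458 reads in brown and 437 in yellow seeds, an RPKM of 9.54 and 9.24, and did not pass the test (log2 ratio -0.05). No unigene was assigned to BnaC09g24870D and BnaC09g24860D, the *TT8* orthologs on C09. A unigene carries at most 1 assigned gene, so near-identical copies on A and C chromosomes may share it. An ortholog without a unigene may thus still be transcribed.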

The number of orthologs of each Arabidopsis *TT* gene varies from 2 to 20 in *B. napus*, with 1 to 4 transcribed in seeds, except *TT8*, which has triple orthologs in ChrC9, but of which none are transcribed (Figure 6). 

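Of the 139 *TT* orthologs in Table S6, 40 had a unigene with reads in the seeds, 21 on A chromosomes, 15 on C chromosomes and 4 without a chromosome. They covered 22 of the 24 *TT* genes with 48 unigenes, of which 40 had at least 20 reads, and 36 orthologs had an RPKM of at least 1 in a library. Near-identical copies may share a unigene, so the split between A and C chromosomes rests on the assigned gene alone. After the laccase gene *tt10*, high levels were found for chalcone synthase *tt4* (BnaC09g43250D, comp53405_c0), the entry enzyme of flavonoid synthesis, with an RPKM of 225 in brown and 182 in yellow seeds. The *aha10* ortholog BnaA02g08160D (comp52457_c0) had 171 and 180.0. Flavonoid 3'-monooxygenase *tt7* (BnaA10g23330D, comp46443_c0) had 104 and 113. The lists of flavonoid enzymes, of transport and oxidation proteins and of regulators, drawn from the annotation of the unigenes, held 36, 37 and 21 unigenes, and all 94 had at least 1 read.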

Of all the *TT* orthologs in *B. napus*, 49 genes (about one-third) have transcription detected in seeds 26 DAP by transcriptome *de novo* sequencing. One of the *tt10* orthologs, *BnaC02g38340D*, is the most abundantly transcribed *TT* gene in the seeds 26 DAP of *B. napus*, with a transcriptional abundance comparable to that of *BnTub2* (*BnaC03g56170D*). However, none of the genes has significant difference of transcription between the wild type brown and the yellow mutant (Figure 6). 

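The *tt10* ortholog BnaC02g38340D, a laccase that oxidizes flavonoids in the seed coat, was measured by comp48255_c0 on C02 from 41316930 to 41322490. Its RPKM was 476 in brown and 551 in yellow seeds, a ratio of 1.16 (1.14 to 1.18) that did not pass the log2 threshold. The other *tt10* ortholog with a unigene, BnaA06g30430D (comp233723_c0), had 5 reads in yellow seeds and 0 in brown seeds. Of 8 unigenes with an RPKM of at least 10 that encode beta-tubulins, which form microtubules, none was called, and their RPKM in yellow seeds ran from 22.0 to 548. The beta-tubulin unigene on C03, comp54619_c0, had an RPKM of 448 in brown and 462 in yellow seeds, comp47809_c1 on C09 had 554 and 546, and comp47809_c0 on C06 had 83.4 and 78.1. BnTub2 was not paired with a single unigene here.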

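Among the 40 unigenes of Table S6 orthologs with at least 20 reads, the median log2 ratio was 0.03, with a range from -1.68 to 1.28. Called higher in yellow seeds were PAP1 (BnaCnng28030D, comp39501_c0), a MYB regulator of anthocyanin synthesis, with 85 reads against 35, 2.46-fold (1.64 to 3.77), and the flavonol synthase *fls1* ortholog BnaC09g47360D (comp46835_c1), 2.09-fold (1.85 to 2.37). Another *fls1* ortholog, BnaA06g16790D (comp32217_c0), was called lower, with 7 reads against 25. Adjusted over the list alone, 2 were again higher and 1 lower, and none was called with an assumed biological coefficient of variation of 0.2. The regulator *tt2* (BnaC08g07960D, comp41502_c0) had a log2 ratio of -0.05, dihydroflavonol reductase *tt3* (BnaA09g15710D, comp41806_c0) one of -0.20 and anthocyanidin reductase *ban* (BnaC04g18950D, comp48572_c0) one of -0.40. In the wider lists, 3 of 24 flavonoid enzymes measured were called higher and 1 lower, with the same counts adjusted over the list alone, around a median of 0.13 (-0.22 to 0.26), at the 98.8th percentile of the random lists. A unigene described as leucoanthocyanidin dioxygenase (comp48980_c0) was 2.81-fold higher (2.56 to 3.09), with 1639 reads in yellow and 592 in brown seeds. Its assigned gene on C05 is not among the orthologs of Table S6. Of 26 transport and oxidation unigenes, 3 were called higher and none lower, with 4 higher adjusted over the list alone. Their median was 0.03 (-0.12 to 0.28), and comp46755_c0, a *TT12*-like transporter unigene without an assigned gene, was 2.41-fold higher (2.10 to 2.77). Of 17 regulators, 1 was called higher with either adjustment, around a median of -0.05 (-0.20 to 0.15). No member of these 3 lists with at least 20 reads was called with an assumed biological coefficient of variation of 0.2. Over all 94 unigenes of the 3 lists, those with few reads included, 8 were called higher and 2 lower, with 11 and 3 adjusted over the list alone. From its finding of no significant difference in transcription among the *TT* orthologs, the paper concludes that their transcription is independent of the embryonal control of seed coat color.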

The results indicate that transcription of *TT* gene orthologs is independent of this embryonal control of seed coat color. A novel gene may be responsible.

**Figure 6:**
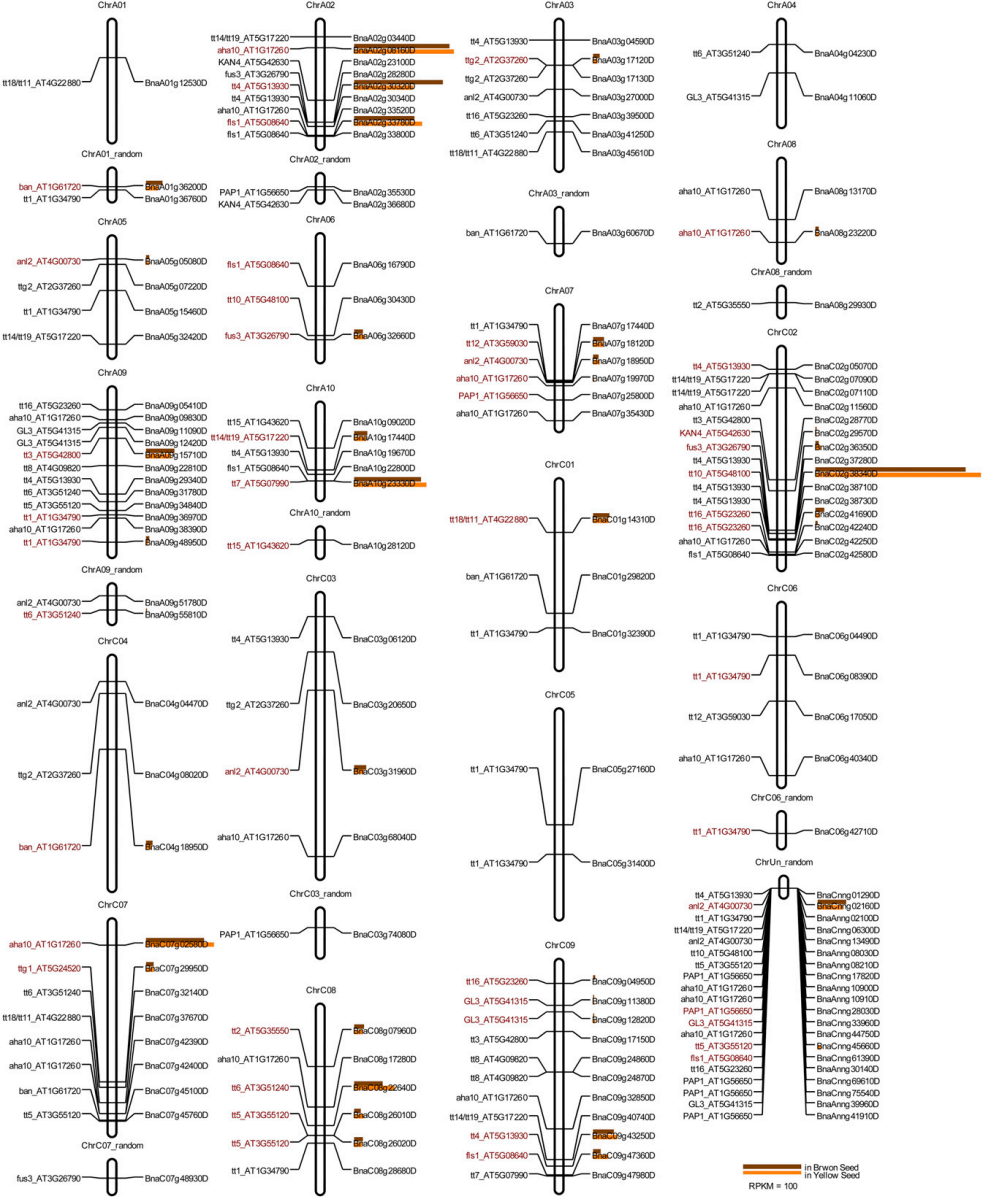
Transcription and *in silico* mapping of all the Arabidopsis *TT* genes orthologs in *B. napus*. Genes in red highlight the genes being transcribed in seed. Length of the brown and copper bar to the right of chromosome indicates transcription abundance in brown and yellow seeds respectively.

### qRT-PCR verification of the differentially expressed genes

To confirm the difference in expression levels of the genes as revealed by RPKM analysis, 14 of the 50 upregulated genes were chosen for qRT-PCR analysis (Figure 7). 

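All 14 genes chosen for qRT-PCR were matched to a unigene and were called higher in yellow seeds, with ratios of read counts from 3.15 up and a median of 5.13. The authors chose them among genes upregulated in these same libraries, so the calls are no separate support. For comp39677_c0 and comp44176_c0 (BnaA02g00040D) the match used the ratio itself, which fixes the direction. The gene assigned to comp44176_c0 is another than the one that Table S4 names. After comp39677_c0, whose log2 ratio was 4.58, the highest was BnaC09g03710D (comp26218_c0), a TRAF-like protein, at 20.0-fold (13.6 to 30.6). The germin-like protein BnaA06g13160D (comp43145_c0) was 7.66-fold higher (6.54 to 9.02), the vicilin-like protein BnaC04g15710D (comp47792_c0) 6.94-fold (6.29 to 7.68) and the thionin BnaA01g31340D (comp58798_c0) 4.54-fold (3.92 to 5.27). At the low end, the receptor-like kinase BnaC04g50350D (comp10057_c0) was 3.15-fold higher (2.92 to 3.42). The reference genes BnUbq5 (comp48724_c0), which was matched by its scaled reads alone, and BnAct2 (comp54530_c0) had ratios of 0.912 and 1.04. The paper's ratios in Table S4 run from 3.17 to 25.3 for the 14 genes. The entry of Table S4 for BnaA04g20150D was matched to comp39677_c0 by its length, its reads in yellow seeds scaled to the library size and its ratio. In brown seeds comp39677_c0 has 17.0 reads, or 0.721 per 1000000 reads, where Table S4, whose counts are on that scale, prints 0. This unigene has its best NR hit in *Ricinus communis* and no assigned gene. The sequence that Table S4 gives has a GC content of 65.3%, against 34.5% to 51.3% in the others. The chlorophyll a-b binding protein unigene that is assigned to BnaA04g20150D, comp54868_c0 on A04, had 5752 reads in yellow and 4279 in brown seeds, a ratio of 1.36 (1.31 to 1.42) that did not pass. With an assumed biological coefficient of variation of 0.2 all 14 were called, and with one of 0.4 the number was 3.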

RPKM analysis revealed that the differences in transcription levels varied from 2.31-fold to 25.21-fold. Consistently, qRT-PCR showed that the transcription difference varied from 2.79-fold to 19.62-fold. The correlation between qRT-PCR and RPKM analysis is high.

**Figure 7:**
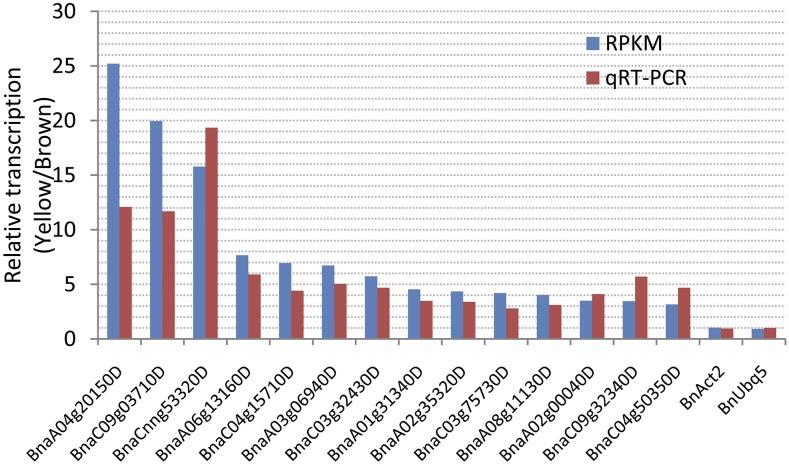
qRT-PCR verification of 23 upregulated genes detected by RNA-seq.

## Discussion

In this research, we found a yellow-allele-dominant locus exerting embryonal control of seed color in *B. napus*. The effect of this locus may be quite different to previously reported yellow seed related loci. In previous studies (Rahman *et al.* 2001, 2010; Li *et al.* 2012), all the alleles in yellow seeded plants were recessive to the brown seeded alleles at all of the seed color controlling loci in *B. napus*. Similar findings have also been confirmed in other *Brassica* species (Schwetka 1982; Padmaja *et al.* 2005). Even in *Arabidopsis*, all but one of the Arabidopsis *kan4* alleles are recessive in the 21 cloned testa-color-controlling loci (Routaboul *et al.* 2006; Yu 2013). Although some dominant QTL controlling yellow seed coat in *B. napus* have been mapped (Liu *et al.* 2012), all the loci exerted a maternal control effect on seed color. In a previous report (Heneen and Brismar 2001), the role of maternal and embryonal control of seed color in resynthesized *B. napus* was emphasized. However, the loci exerting embryonal control of yellow seed coat color were recessive. Further, the transcriptional abundance of current known *TT* homologous genes is independent of seed coat color. Thus, a novel gene may be responsible for the embryonal control of seed coat color in *B. napus*.

According to seed structure (Wan *et al.* 2002; Moise *et al.* 2005), seed coat develops from the integument that surrounds the ovule. The genome of these cells is completely derived from the maternal plant. The seed coat pigment is synthesized in the cells of the outer integument layer (Figure 2B). Therefore it is reasonable to conclude that the maternal plant genotype controls seed coat color generally. This is consistent with previous reports. However, how the embryo controls seed coat color is still unknown. In order for the embryo to control seed coat color, there must be communication between the cells of the integument and the embryo. Here, we report that disappearance of pigment in the seed coat is correlated with the accumulation of Ala and Phe in the embryo. Thus, we deduce that the communication likely involves Ala- and Phe-dependent chemicals.

The relationship of Phe with pigment synthesis has been well documented (Winkel-Shirley 2001; Routaboul *et al.* 2006; Albert *et al.* 2014). For pigment synthesis, Phe must be metabolized into coumaroyl-CoA. One molecule of coumaroyl-CoA, and two molecules of malonyl-CoA, are combined for chalcone synthesis, which is the initial precursor of variant pigments (Winkel-Shirley 2001). According to the glycolysis pathway, pyruvate is a common substrate for Ala and coumaroyl-CoA synthesis. So the connection between Ala and coumaroyl-CoA is established. Interestingly, the ratio of Ala:Phe, which showed higher accumulation in yellow seed embryos than in brown seed embryos, is about 2:1—the formula for chalcone synthesis. The concentration of Phe and Ala in yellow seed embryos is 801.2 and 1537.7 µmol/g, respectively, but is 486.1 and 821.8 µmol/g in the brown seed embryo. Thus the extra amount of Phe and Ala in the yellow seed embryo is 315.1 and 715.9 µmol/g, respectively. Taking together the excessive amount of Tyr, which is exclusively metabolized from Phe, 40.1 µmol/g more in yellow embryo than in brown embryo, the overaccumulated Ala (715.9 µmol/g) is almost exactly twice the amount of Phe (315.1 µmol/g) plus Tyr (40.1 µmol/g) in the yellow embryo. So we believe that the pigment in the seed coat is synthesized from Phe and Ala in the embryo. Possible substrates transported from the embryo to the seed coat may be chalcone-derived flavonols. In Arabidopsis, some diglycosylated flavonols, such as quercetin-3-o-glucoside, and kaempferol-3,7-di-o- rhamnoside, were specifically identified in the embryo rather than in the seed coat (Routaboul *et al.* 2006). Based on our results, a novel model on the embryonal control of seed coat color in *B. napus* is proposed in Figure 8, and we assign the name *Ecy1* to the embryonal gene controlling seed coat color. *Ecy1* negatively regulates the synthesis of some chalcone derived flavonols, which are transported from embryo to seed coat for pigment synthesis, from Phe and Ala.

**Figure 8:**
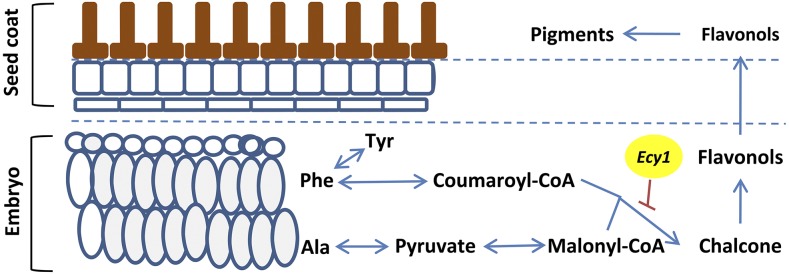
The model proposed for *Ecy1* controlling seed coat color in *B. napus*.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Embryonal Control of Yellow Seed Coat Locus ECY1 Is Related to Alanine and Phenylalanine Metabolism in the Seed Embryo of Brassica napus
**Source:** G3 (Bethesda). 2016 Feb 18;6(4):1073–81. doi: 10.1534/g3.116.027110
**Supplement:** Supporting Information

Embryonal Control of Yellow Seed Coat Locus ECY1 Is Related to Alanine and Phenylalanine Metabolism in the Seed Embryo of Brassica napus — Supporting Information 

# Embryonal Control of Yellow Seed Coat Locus *ECY1* Is Related to Alanine and Phenylalanine Metabolism in the Seed Embryo of *Brassica napus*

## Supporting Materials for Wang *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - GO classification of unigenes in seeds of *B. napus*. (.pdf, 111 KB)
- Figure S2 - COG function classification of transcriptome of genes in seeds of *B. napus*. (.pdf, 183 KB)
- Figure S3 - KEGG classification of unigenes in seeds of *B. napus*. (.pdf, 193 KB)
- Table S1 - Sequence data generated by llumina HiSeqTM 2000. (.pdf, 49 KB)
- Table S2 - Genes assembled by Trinity. (.pdf, 40 KB)
- Table S3 - Annotation of assembled genes. (.pdf, 46 KB)
- Table S4 - Gene specific primers used for qPCR verification. (.xlsx, 21 KB)
- Table S5 - Free amino acids content in Cy2B and Cy2Y testa and embryo. (.xlsx, 15 KB)
- Table S6 - All the Arabidopsis transparent testa genes and the orthologs in *B. napus*. (.xlsx, 14 KB)

# Supplementary material for: Embryonal Control of Yellow Seed Coat Locus ECY1 Is Related to Alanine and Phenylalanine Metabolism in the Seed Embryo of Brassica napus
**Source:** G3 (Bethesda). 2016 Feb 18;6(4):1073–81. doi: 10.1534/g3.116.027110
**Supplement:** Supporting Information

Table S1: Sequence data generated by Illumina HiSeq™ 2000

Sample	Raw Reads	Clean reads	Clean bases	Error(%)	Q20(%)	Q30(%)	GC(%)
L07_26d_1	31609633	31060834	3.11G	0.03	98.41	94.12	46.07
L07_26d_2	31609633	31060834	3.11G	0.03	97.76	93.03	46.02
L08_26d_1	31546496	30823125	3.08G	0.03	97.87	92.55	46.20
L08_26d_2	31546496	30823125	3.08G	0.03	97.37	91.88	46.16

# Supplementary material for: Embryonal Control of Yellow Seed Coat Locus ECY1 Is Related to Alanine and Phenylalanine Metabolism in the Seed Embryo of Brassica napus
**Source:** G3 (Bethesda). 2016 Feb 18;6(4):1073–81. doi: 10.1534/g3.116.027110
**Supplement:** Supporting Information

Table S2: Genes assembled by Trinity

	Min Length	Mean Length	Median Length	Max Length	N50	N90	Total Nucleotides
Transcripts	201	1155	898	16406	1699	558	198923288
Unigenes	201	784	404	16406	1414	292	43631916

# Supplementary material for: Embryonal Control of Yellow Seed Coat Locus ECY1 Is Related to Alanine and Phenylalanine Metabolism in the Seed Embryo of Brassica napus
**Source:** G3 (Bethesda). 2016 Feb 18;6(4):1073–81. doi: 10.1534/g3.116.027110
**Supplement:** Supporting Information

Table S3: Annotation of assembled genes

	Number of Unigenes	Percentage (%)
Annotated in NR	33736	60.63
Annotated in NT	31807	57.16
Annotated in KO	9490	17.05
Annotated in SwissProt	23309	41.89
Annotated in PFAM	20441	36.73
Annotated in GO	23430	42.11
Annotated in KOG	12088	21.72
Annotated in all Databases	4686	8.42
Annotated in at least one Database	41490	74.57
Total Unigenes	55637	100

How the deposited data were processed for this re-analysis (not part of the article)

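RNA-seq of seeds 26 DAP was analysed from the brown-seeded line Cy2B and the yellow-seeded line Cy2Y, with 1 library per line. The sample labels give the age as 26 days after flowering. The authors filtered the reads for adapters, unknown bases and low quality, assembled both libraries together with Trinity and mapped the reads to the unigenes. The aligner and the counting tool are not given in the sources used here. The estimated counts of reads per unigene and library were made by the authors from the mapped reads and stand in the processed table as deposited, without scaling. The RPKM values were made by the authors by dividing each count by the unigene's length and by a library total that is the same for every unigene. It also gives the unigene's length, its annotation and, for part of the unigenes, the *B. napus* gene that the authors assigned, with its position.

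The 50366 unigenes were from 201 to 16406 bp long, with a median of 455 bp and a mean of 841 bp, and each had at least 1 read in a library. Rounded counts summed to 23575447 in brown and 23236592 in yellow seeds. Intervals of ratios are 95% exact binomial intervals and cover counting error only. A count of 0 was bounded with 3 reads.

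Counts rounded to whole numbers were compared per unigene by a two-sided Fisher's exact test in SciPy 1.17.1, with Benjamini-Hochberg adjustment over all unigenes. A unigene was called at an adjusted p under 0.05 and a log2 ratio above 1 or below -1. The paper names DEGseq, which was not installed, so its formula for random sampling of reads was written out anew and used as an alternative. With 1 library per line the test compares the libraries and not the lines, and no paired or replicate-based test was run. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. The tests were tested on simulated data in which 200 of 49676 unigenes were changed 4-fold between 2 simulated libraries. Fisher's exact test called 178 of them (89.0%) and made 1 false call, and edgeR's exact test called 86.5%, 72.5% and 0 of them with an assumed biological coefficient of variation of 0.1, 0.2 and 0.4. The simulated counts held counting error alone, and only unigenes with at least 20 reads were changed. The simulation therefore gives no rate of false calls between the real libraries, where seeds may vary as well.

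Unigenes were placed in 24 lists by words in their Swiss-Prot and NR descriptions, written before the data were examined. The lists are *TT* flavonoid enzymes, *TT* transport and oxidation proteins, *TT* regulators, phenylpropanoid and lignin enzymes, class III peroxidases, beta-glucosidases and myrosinases, glucosinolate metabolism, alanine aminotransferases, synthesis of shikimate, phenylalanine and tyrosine, degradation of phenylalanine and tyrosine, seed storage proteins, oil body proteins, late embryogenesis abundant proteins, fatty acid elongation and desaturation, photosystem and light-harvesting proteins, heat shock proteins, defence proteins, seed coat mucilage markers, endosperm markers, embryo regulators, cytosolic ribosomal proteins, hormone response proteins, cysteine proteinases, and transposon and virus-derived sequences. For each list the median log2 ratio of members with at least 20 reads, with 1 read added per library, was given a distribution-free 95% interval and its percentile among 10000 random lists of equal size, matched on mean expression in 40 bins. A list of enzymes or proteins stood in for each pathway, and called members were set beside 10000 random draws matched in the same way. These are descriptions of the libraries, and no p-value across genes was computed.

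The named unigenes follow a rule fixed before the data were examined. They are the 15 called unigenes with the largest and the 10 with the lowest log2 ratio among those with at least 20 reads, the 5 with the highest mean RPKM, every gene that the paper names and the table identifies, and in each list up to 4 members with the highest mean RPKM and any called member. Values of Table S4 had been seen. Beta-tubulin unigenes other than that on C03, the virus unigenes and the highest ratios with reads in both libraries were picked after their values were seen. Orthologs of *TT* genes were taken from Table S6 and joined to unigenes by the assigned gene. Genes of Table S4 were joined by assigned gene and length, otherwise by length, reads per library size and ratio, and BnUbq5 by reads per library size. Best NR hits were sorted into groups of organisms by genus.

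Alternatives fixed before the data were examined were TMM and median-ratio scaling, the DEGseq formula, other thresholds, a minimum of 20 reads, halved counts, an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, other pseudocounts and minimum values, and Swiss-Prot descriptions alone. TMM scaling moved log2 ratios by 0.01 and median-ratio scaling by -0.02. Alternatives chosen after seeing the data were reads scaled to 1000000 per library before the DEGseq formula, at both thresholds of adjusted p, and the use of unigenes with an assigned gene alone. The amino acid contents, the microscopy, the crosses and the qRT-PCR values were not analysed here.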

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

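The tests on unigenes read in 1 library alone, on photosystem unigenes, on the share of embryo RNA and on the stage of maturation were chosen after the results were seen, and the test on reads moved between family members was chosen before. The signals here lie in unigenes that the paper does not discuss and exceed the limit that a count of 0 allows. Unigenes with at least 20 reads and no assigned gene whose best hit lies in mushroom-forming fungi held 1246 reads in yellow and 7 in brown seeds. Unigenes with at least 20 reads and a best hit in moths and butterflies held 870 reads in brown and 0 in yellow seeds. Of 196 unigenes with at least 20 reads, no assigned gene and a best hit in other land plants, 50 had reads in the yellow library alone. The Brassica yellows virus unigene comp45708_c0 held 3578 reads in brown and 194 in yellow seeds, 18.2-fold higher in brown. A shorter unigene that matches this virus, comp238708_c0, went the other way, with 10 reads in yellow and 0 in brown seeds, and was called higher in yellow seeds. The most abundant unigene without an assigned gene, comp50042_c0, had a log2 ratio of 1.86.

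Among unigenes with at least 20 reads, 135 were read in yellow seeds alone and 36 in brown seeds alone, with 7597 and 2274 reads. Of the 135, 12.6% had an assigned *B. napus* gene, against 45.9% to 62.2% in random draws matched on reads, and of the 36, 33.3% had one, against 38.9% to 69.4%. Both percentages lie below the random draws, as reads of another organism may leave them, yet both exceed the 10.0% set as the limit for such reads alone. For the unigenes with an assigned gene or with a best hit in Brassicaceae, reads of another organism cannot be told apart from a difference between the lines, since each line has 1 library.

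The 12 photosystem and light-harvesting unigenes called higher in yellow seeds had no assigned gene, and the 40 members with an assigned gene had a median log2 ratio of 0.25. Reads of another plant in the yellow library may account for the 12 calls, which was not tested by sequence. Among the 12 is comp39677_c0, matched to a gene that the paper chose for qRT-PCR. The paper reports higher expression in yellow seeds by qRT-PCR for the genes it chose, and those values were not analysed here. A smaller difference between the lines in their own photosystem transcripts stays open and was not tested.

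Of 40 storage and oil body unigenes, 23 were called higher in yellow seeds, 2 lower and 15 did not pass, with a median log2 ratio of 1.36 (0.44 to 2.40) over both lists and of 0.93 (-0.44 to 2.73) over storage proteins alone. Their summed reads were 2.64-fold higher, which argues against reads that only moved between near-identical family members. Embryo regulators had a median with an upper bound of 0.25. It lay under the lower bound of 0.44 over both lists and of 0.53 over oil body proteins alone. For storage proteins alone it did not, since their lower bound was -0.44. This rule was chosen after the results were seen, so it does not decide on a larger share of embryo RNA. Seed coat mucilage markers, with a median of -0.22 over 5 unigenes, leave a shift in tissue shares open as well. A later stage of maturation in the yellow seeds cannot be told apart from an effect of the line, since each line has 1 library. The test expected such a stage to raise both late embryogenesis abundant proteins and fatty acid elongation. The first had a median of -0.10 (-0.25 to 0.08) and the second one of 0.35 (0.08 to 0.66), so the lists do not decide. A difference between the lines themselves may also remain.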

How the results depend on the processing

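No paired analysis was possible because each line has 1 library, and for the same reason no library could be left out. TMM and median-ratio scaling and the DEGseq formula kept the number of unigenes called higher between 1206 and 1660 and the number called lower between 636 and 732, within 1.5 times the 1650 and 738 reported. With an adjusted p under 0.005, 886 were called higher and 348 lower, without a log2 threshold 4314 and 3676, and with unigenes of at least 20 reads alone 943 and 441, where fewer unigenes were tested. Halved counts gave 650 and 204. An assumed biological coefficient of variation of 0.1 gave 826 and 370, one of 0.2 gave 348 and 98, and one of 0.4 gave 88 and 18. Chosen after seeing the data, reads scaled to 1000000 with the DEGseq formula gave 67 and 13, or 50 and 6 with an adjusted p under 0.005, and unigenes with an assigned gene alone gave 804 and 401.

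Of the *TT* unigenes, 10 were called as reported, 6 with an adjusted p under 0.005, 28 without a log2 threshold, 5 with halved counts, and 6, 1 and 0 with an assumed biological coefficient of variation of 0.1, 0.2 and 0.4. With reads scaled to 1000000, 1 was called at either threshold, the leucoanthocyanidin dioxygenase unigene comp48980_c0. With a coefficient of 0.2, called members fell in number to 1 phenylpropanoid enzyme and 5 hormone response proteins, within the 0 to 2 and 0 to 8 of random draws at that setting, and to 5 peroxidases, 5 beta-glucosidases and myrosinases and 4 fatty acid enzymes, above the 0 to 2, 0 to 4 and 0 to 2 drawn. Hormone response proteins numbered 21 with an adjusted p under 0.005, against 5 to 17. Of the 187 named unigenes that were called, 96 remained called with a coefficient of 0.2 and 42 with one of 0.4. R squared was 0.7504 with log10(RPKM+0.1), 0.939 over unigenes with RPKM of at least 1 and 0.852 on untransformed RPKM, while Spearman rho and Kendall tau rose to 0.953 and 0.828 at RPKM of at least 1. The median RPKM over values above 0 was 2.14.

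List medians were recomputed 144 times and stayed within the interval 142 times, but the interval is wide for storage proteins, whose median moved from 0.93 to 2.57 with Swiss-Prot descriptions alone and to 1.36 over members with at least 100 reads. Outside it were photosystem proteins, at 0.54 over members with at least 1 read, and transposon and virus-derived sequences, at -0.028 with an assigned gene. The sign changed 9 times, in 7 lists with medians near 0, which are defence proteins, from -0.10 to 0.0027 over members with at least 100 reads, the transposon list, beta-glucosidases, glucosinolate metabolism, alanine aminotransferases, late embryogenesis abundant proteins and endosperm markers. Apart from the smaller sets tested, the cause was not tested. Depth limits the calls with few reads. The fewest reads of a called unigene were 7, and 201 unigenes with 7 reads were called higher against 0 called lower, because the brown library has more reads in total and the two-sided test then lets 7 reads against 0 pass in yellow seeds alone.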

Differences from the paper's values

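At the paper's stated thresholds, 1650 unigenes were called higher in yellow seeds, against 50 in the paper, and 738 were called lower, against the paper's 5. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's numbers, the nearest being an assumed biological coefficient of variation of 0.4 with 88 and 18. Reads scaled to 1000000 per library with the DEGseq formula, a setting chosen after seeing the values, gave 67 higher and 13 lower, of which the first is within 1.5 times of the paper's, and drops 0 of the 14 genes chosen for qRT-PCR. With an adjusted p under 0.005 in addition, also chosen after seeing the values, the numbers were 50 and 6, both within 1.5 times of the paper's, again with 0 of the 14 genes dropped.

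The highest ratio of a unigene called higher with reads in both libraries was 25.2, against the paper's 52.07, and no alternative set before the data were examined brought it within the paper's. With reads scaled to 1000000 and 0.5 scaled reads in place of 0, chosen after seeing the values and dropping 0 of the 14 genes, the unigene comp71658_c0, with 604 reads in yellow and 0 in brown seeds, takes a ratio of 52.1. That ratio is set by the value put in place of 0, and against 3 reads the unigene was at least 204-fold higher. The lowest ratio of a unigene called lower with reads in both libraries was 0.0550, in the Brassica yellows virus unigene comp45708_c0, against the paper's 0.30, and no alternative set before brought it within the paper's. Among unigenes called lower with reads scaled to 1000000 and an adjusted p under 0.005, chosen after seeing the values, the lowest was 0.304 without the virus unigene, with 0 of the 14 genes dropped.

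The paper places a pre-mRNA-splicing factor among its 3 most abundant genes. None of the 5 unigenes with the highest mean RPKM carried that description here, while the cysteine proteinase comp43593_c1 and Bn15D12A (comp46061_c0) were the most abundant, as the paper states. The paper places the *TT8* orthologs on C09 and finds none of them transcribed, while Table S6 places 1 of 3 on A09, and that one, BnaA09g22810D, had 437 reads in yellow and 458 in brown seeds. Table S6 lists 1 ortholog for *ttg1*, fewer than the range in the paper's text, *aha10* and *anl2* had 5 orthologs with a unigene, more than that text gives, and *tt18/tt11* and *ttg1* had none.

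The paper reports no *TT* ortholog with a significant difference, and 2 unigenes of Table S6 orthologs were called higher and 1 lower here. Of the alternatives run on these orthologs, an assumed biological coefficient of variation of 0.2, set before the data were examined, and reads scaled to 1000000, chosen after seeing the values and dropping 0 of the 14 genes chosen for qRT-PCR, gave 0. Table S4 gives BnaA04g20150D a ratio of 25.3, the paper's value, while the unigene assigned to that gene, comp54868_c0, had a ratio of 1.36, and comp39677_c0, which has the length, the scaled yellow reads and the ratio of that entry, had 25.2 and no assigned gene. Table S4, whose counts are per 1000000 reads, prints 0 in brown seeds for this entry, and comp39677_c0 had 0.721 on that scale.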

Other observations

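The comparison with the p-values of Table S4 was chosen after its values were seen, and the test of chromosome windows before. Late embryogenesis abundant proteins, which protect drying seeds, had 4 of 31 measured unigenes called higher in yellow seeds and 2 lower, with 5 and 2 adjusted over the list alone. LEA protein 76 (comp26994_c0) was 5.15-fold higher (2.87 to 9.89), while the abundant dehydrin ERD14 (comp42456_c0) had a ratio of 0.842 that did not pass. None of 17 embryo regulators was called, with either adjustment, and ABI3 (comp50976_c0) had a ratio of 1.43 (1.34 to 1.53). Among endosperm markers, SWEET15 (comp45149_c0), a sugar transporter, had a ratio of 1.40 (1.38 to 1.43). In glucosinolate metabolism, 3 of 22 were called higher and 1 lower, with the same counts adjusted over the list alone and a median of 0.05, and nitrile-specifier protein 1 (comp56609_c0), which directs glucosinolate breakdown, was 2.01-fold higher (1.91 to 2.11).

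The amino acids alanine and phenylalanine are discussed in the paper for seeds of another age. None of 10 alanine aminotransferase unigenes was called with either adjustment (median 0.11), and alanine aminotransferase 1 (comp54327_c0) had a ratio of 0.939 (0.906 to 0.974). Of 40 unigenes for synthesis of shikimate, phenylalanine and tyrosine, 1 was called higher with either adjustment, a chorismate mutase (comp39119_c0) with 29 reads against 10, around a median of 0.08. Of 10 unigenes for degradation of phenylalanine and tyrosine, 1 was called higher with either adjustment, SUR1 (comp45110_c0), a lyase of glucosinolate synthesis, at 3.84-fold (2.76 to 5.43), around a median of 0.14.

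Heat shock proteins had 3 of 71 measured unigenes called higher and 1 lower, with the same counts adjusted over the list alone, and a median log2 ratio of -0.16 (-0.23 to -0.06), at the 0.01th percentile of the random lists. The chaperones HSP90-2 (comp55300_c0) and a mitochondrial small heat shock protein (comp41887_c0) had ratios of 0.892 and 0.691, and of the members called higher, comp139189_c0 and comp212011_c0 had no assigned gene and a best hit in other land plants. Defence proteins had 12 of 125 called higher and 7 lower, with 14 and 11 adjusted over the list alone, and a median of -0.10 (-0.25 to 0.04), at the 0.01th percentile, which turned to 0.0027 over members with at least 100 reads. Defensin-like protein 75 (comp40258_c1) was 2.17-fold higher (1.91 to 2.46) and defensin-like protein 171 (comp32832_c0) had a ratio of 0.489 (0.440 to 0.543). Transposon and virus-derived sequences had 14 of 350 called higher and 6 lower, with the same counts adjusted over the list alone, and a median of 0.03.

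A candidate explanation for the number of called unigenes in the paper is that reads were scaled to 1000000 per library before its test. The DEGseq formula on such reads gave the p of Table S4, within 5% of its log10, for 13 of the 13 genes matched by assigned gene and length. The 3 genes matched by their reads are left out, since such a match fixes the p. Over the 13 genes the median of -log10 p was 9.78 in Table S4 and 209 with the reads as they stand in the processed table. The 56 unigenes called with an adjusted p under 0.005 in this way were all among those called by Fisher's exact test, 45 of the 50 higher had an assigned gene, and 8 of them were storage or oil body unigenes.

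A chromosome segment that differs between the lines could gather called unigenes in a window. Of 18349 unigenes with a position and at least 20 reads, 628 were called, and the fullest window of 2 Mb held 8 of them, against a median of 9 and a 95th percentile of 11 for the fullest window in 10000 random draws. The share called per chromosome ran from 2.60% on C05 to 4.78% on A02. The windows gave no sign of such a segment, and a segment with few called unigenes is not excluded.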
